A study of Homo sapiens with 24 samples. Its data were reported in "Rb-driven transcription limits its tumour-suppressive effects in breast cancer" (2026).

How the data were processed

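Messenger RNA was profiled in 24 libraries of MCF7 and ZR-75-1 cells by QuantSeq 3′ mRNA sequencing, which places most reads near the 3′ end of a transcript. The authors deposited raw read counts per gene, without normalization, with 1 column for each library and all annotated genes kept, including those without a count. Upstream, the authors trimmed adapters and low-quality ends with BBDuk, aligned the reads to GRCh38 with STAR 2.7.5b and counted them over GENCODE genes with featureCounts 2.0.1. The handling of reads with several alignments, of strand and of duplicate reads was not stated, and the deposited labels and the paper name different models of sequencer. The table held 60656 genes, of which 29384 had a count in some library. Gene identifiers were matched to symbols and positions in GENCODE v44, which succeeded for 60401 of them (99.58%). No column was left unused.

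Samples were grouped by cell line and treatment as the labels gave them, with 3 libraries in each of 8 groups. Library totals were 4542745 to 6030165 counts. The biological coefficient of variation was 0.0897 in MCF7 and 0.119 in ZR-75-1. Replicate numbers were checked for pairing by correlating the deviations of libraries from their group mean. The mean correlation of libraries with the same number was 0.021 in MCF7 (−0.068 to 0.152) and −0.006 in ZR-75-1 (−0.181 to 0.173). On average, 10 of 12 MCF7 libraries and 5 of 12 in ZR-75-1 correlated more with libraries of their own number than with the others. Replicates were treated as independent, and a replicate block was kept as an alternative.

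Within each cell line, the 12 libraries were fitted together in edgeR 4.0.16 under R 4.3.3 with TMM normalization (factors 0.936 to 1.064 in MCF7 and 0.942 to 1.049 in ZR-75-1), after filterByExpr (minimum count 10, minimum total count 15), and tested with the quasi-likelihood F-test. This left 12379 genes in MCF7 and 12051 in ZR-75-1. The 5 contrasts between groups compared abemaciclib, fulvestrant and the combination with DMSO, and the combination with each single drug, and a further one measured the interaction as the combined effect minus the sum of the single effects. Differences between lines were contrasts in a fit of all 24 libraries over 13540 genes. P values were two-sided and adjusted by the Benjamini-Hochberg method over the genes of 1 contrast, with a threshold of 0.05. Standard errors were derived from the fitted log2 fold change and the test statistic. The comparisons, tests, lists and most alternatives were set before the data were examined.

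Gene lists were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, adjusted over 21 lists in each contrast, and again with a correlation estimated from the data and with fry. The lists covered oestrogen response, canonical ERα targets, E2F targets, mitosis, replication histones, interferon response, MHC class I presentation, p53 targets, cholesterol synthesis, lysosome and autophagy, AP-1 factors, luminal markers, basal markers, the unfolded protein response, ribosome biogenesis, receptor tyrosine kinases, glycolysis and hypoxia, oxidative phosphorylation, stromal and immune markers, mitochondrially encoded genes and ribosomal proteins. They were written from general knowledge after well-known collections and need not equal any published set. For each list the median and mean log2 fold change were taken over the genes tested. Counts of members that rose or fell were made with p values adjusted over all genes and with p values adjusted over the list alone.

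Named genes followed a rule fixed beforehand. A panel of 26 genes was followed in every comparison. For the single drugs against DMSO and the combination against abemaciclib, the 6 largest changes in each direction were named among genes with an adjusted p below 0.05, a mean of at least 10 CPM in the higher group and no overlap between the libraries of the groups. For the other comparisons 4 in each direction were named, without the overlap condition for the interaction and the differences between lines, and symbols that are clone names were passed over. From each list, up to 4 members past the threshold with the largest absolute change were named, and members at its other end. Where a group had no count, the fold was computed against a floor of 3 counts over the group and given as a lower limit. Where it had 1 to 3 counts, the ratio was given with its 95% interval for counting error. Interactions and differences between lines of such genes were computed again from group totals with at least 3 counts in each group.

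The alternatives were DESeq2 1.42.0, relative log expression factors, no filter, a stricter filter (1 CPM in at least 6 of 12 libraries), a replicate block, only the 6 libraries compared, all 24 libraries in the fit, and leaving out each library in turn. For lists they were the estimated correlation, fry, and a shorter list in place of the oestrogen or E2F list. Added after the data were seen were a fit without 2 libraries short of reads for a shared set of genes, and one with 117 mitochondrial genes and nuclear copies left out. To test whether the deviations of those 2 libraries followed sequence, genes short by more than 1 log2 were compared with others in GC content, length and words of 6 bases in the last 300 bases of the transcript, with 2000 bootstrap resamples for intervals. Splits of the libraries into other groups were refitted to count results as large as the real one. Loading used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.

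The procedure was tested on simulated data with 200 changed genes, drawn from a negative binomial at the real means, library sizes and fitted dispersions. For abemaciclib against DMSO, edgeR recovered 56.7%, 77.6% and 95.5% of changes of 1.5-, 2- and 4-fold in MCF7, with 7.27% of its calls false, and 26.9%, 70.1% and 97% in ZR-75-1, with 5.15% false. DESeq2 gave 46.3%, 65.7% and 93.9% with 2.84% false in MCF7, and 35.8%, 67.2% and 97% with 9.52% false in ZR-75-1. The interaction recovered 93.9% and 86.4% of 4-fold changes (7.69% and 8.74% false) and the difference between lines 77.3% (8.65% false). Of 100 random lists of 40 genes, camera called 0 with either correlation, and fry 5 in MCF7 and 7 in ZR-75-1. Lists of correlated genes were not simulated.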

Results

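Messenger RNA was measured by 3′ end sequencing (QuantSeq) in MCF7 and ZR-75-1, both of them breast cancer lines that express the oestrogen receptor. Treatment lasted 5 days and consisted of DMSO (the vehicle), abemaciclib at 500 nM, fulvestrant at 5 nM, or both drugs. Abemaciclib inhibits the cyclin-dependent kinases CDK4 and CDK6, which phosphorylate the retinoblastoma protein Rb, and fulvestrant degrades the oestrogen receptor ERα. Each of the 8 groups held 3 libraries, which made 24 libraries. Libraries held 4542745 to 6030165 counts (median 5146188), and 16881 to 18214 genes had at least 1 count in a library. The mitochondrial ribosomal RNA MT-RNR2 was the most abundant transcript of every library, with 3.24% to 10.22% of counts. Mitochondrial transcripts together took 13.09% ± 1.58 (SD, n = 3) of counts in MCF7 DMSO cells and 20.75% ± 0.3 with abemaciclib, against 17.96% ± 1.42 and 19.45% ± 0.63 in ZR-75-1.

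Changes are given as log2 fold change ± standard error from edgeR, with 3 libraries in each group compared, and adjusted p values cover all genes tested in that cell line. Levels are mean CPM ± SD over 3 libraries, edgeR's unit for the counts of a gene relative to the TMM-scaled total of its library. A gene or list is said to rise or fall only where its adjusted p was below the threshold, and other values are given as values. The p values measure the spread between these libraries of 1 cell line, while intervals and lower limits for genes with few counts cover counting error only, since PCR copies could not be told from separate molecules. Among the panel genes and largest changes described as raised or lowered within a line, the libraries of the groups compared did not overlap in CPM, with the exception of MYC in fulvestrant-treated MCF7 cells. For 3 libraries against 3, chance alone separates the groups for 10% of genes. Where a list has only 1 pair of counts, the counts adjusted over the list alone were the same. Positions are those of GRCh38 in GENCODE v44.

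The first comparison asked what CDK4/6 inhibition did to oestrogen response genes while it lowered the cell-cycle genes driven by E2F factors. In MCF7 cells, abemaciclib raised CCND1, which encodes cyclin D1, from 508 ± 7.07 to 1170 ± 20.8 CPM (1.21 ± 0.07, adjusted p = 4.92e-12, n = 3). The secreted trefoil factor TFF1, a classical oestrogen target, rose from 2590 ± 72.7 to 6580 ± 121 CPM (1.34 ± 0.07, adjusted p = 1.62e-12). The luminal keratins KRT19 (1.27 ± 0.08) and KRT18 (0.87 ± 0.08) rose as well. ESR1, the gene of ERα itself, fell from 143 ± 23.5 to 60 ± 2.57 CPM (−1.25 ± 0.11, adjusted p = 2.2e-09). GREB1, a further ERα target, had a value of 0.25 ± 0.11 (adjusted p = 0.062), which passed the threshold (0.33) when Abema replicate 2 was left out. PGR and PDZK1 did not pass the count filter within MCF7. The proliferation marker MKI67 fell from 642 ± 102 to 39.5 ± 21.2 CPM (−4.02 ± 0.21, adjusted p = 1.09e-12), along with E2F1 (−2.59 ± 0.18) and the replication licensing gene MCM2 (−2.72 ± 0.15). CDKN1A, which encodes the cell-cycle inhibitor p21, rose from 35.8 ± 3.55 to 91 ± 8.08 CPM (1.34 ± 0.1, adjusted p = 2.22e-10). RB1 stood at −0.15 ± 0.15 (adjusted p = 0.437), and at −0.35 and past the threshold without DMSO replicate 1.

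CCND1 (ENSG00000110092) lies on chromosome 11 from 69641156 to 69654474, TFF1 (ENSG00000160182) on chromosome 21 from 42362282 to 42366535, and KRT19 (ENSG00000171345) on chromosome 17 from 41523617 to 41528308. KRT18 (ENSG00000111057) is on chromosome 12 from 52948871 to 52952906. ESR1 (ENSG00000091831) spans 151656691 to 152129619 on chromosome 6, which also carries CDKN1A (ENSG00000124762) at 36676460 to 36687337. GREB1 (ENSG00000196208) is on chromosome 2 from 11482341 to 11642788 and MKI67 (ENSG00000148773) on chromosome 10 from 128096659 to 128126423.

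Of 175 oestrogen response genes tested in MCF7 cells, 92 rose and 36 fell with abemaciclib (98 and 37 when adjusted over the list alone), and the median was 0.43 (camera adjusted p = 3.52e-06). FOS (3.66 ± 0.3), AQP3 (3.43 ± 0.27), KCNK15 (3.42 ± 0.15) and AREG (2.57 ± 0.13) rose, whereas the chemokine gene CXCL12 fell (−2.77 ± 0.25). A shorter list of canonical ERα targets gave 12 up and 7 down of 27 (14 and 7 adjusted over the list alone), with a median of 0.25 (adjusted p = 0.0362, adjusted p = 0.0924 with an estimated correlation). E2F targets moved the other way, with 188 of 198 down and 2 up by all genes and over the list alone (median −1.66, adjusted p = 3.79e-72). SPC25 (−4.12 ± 0.25) and HMGB2 (−4.08 ± 0.21) were among the largest falls of the list, and CDKN1A and MYC (0.9 ± 0.24) were the members that rose. All 40 mitosis genes fell, also when adjusted over the list alone (median −3.10, adjusted p = 2.83e-58), among them TROAP (−4.38 ± 0.25), CENPF (−3.89 ± 0.17) and FOXM1 (−3.83 ± 0.19).

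Interferon response genes had the highest median of the lists in MCF7 cells, with 34 of 37 up and none down (median 2.40, adjusted p = 1.06e-28). IFIT1 (6.76 ± 0.39) and IFI27 (6.23 ± 0.35) were among the 6 largest increases of the comparison. So were DDX60, with 1 count in DMSO and 208 with abemaciclib (215-fold, 95% interval 38.6 to 8500), and SAMD9 with 2 and 199 counts (103-fold, 28.5 to 850). The others were TMEM140 (6.31 ± 0.29) and the kallikrein gene KLK6 with 2 and 166 counts (85.9-fold, 23.8 to 709). Of the antigen presentation genes of MHC class I, 11 of 13 rose (median 0.58, adjusted p = 0.00491, adjusted p = 0.178 with an estimated correlation), including TAP1 (1.34 ± 0.22), HLA-E (1.31 ± 0.09) and B2M (0.75 ± 0.08). The largest decreases were CDCA7 (−5.5 ± 0.35), WDR76 (−4.84 ± 0.31), E2F2 (−4.74 ± 0.37) and FAM111B (−4.59 ± 0.23). The linker histones H1-3 (−4.66 ± 0.38) and H1-5 (−4.58 ± 0.54) followed, whose reads are uncertain because most histone mRNAs lack a poly(A) tail. Single libraries moved several of these values. Without DMSO replicate 1, SAMD9 had no count in DMSO (at least 46.1-fold), TMEM140 had 3 (130-fold, 44.6 to 632) and IFI27 had 2 (236-fold, 65.3 to 1950). Without DMSO replicate 2, DDX60 had none (at least 48.1-fold). Without DMSO replicate 3, TMEM140 was 5.71 and IFI27 5.63. Without Abema replicate 1, WDR76 was −5.68 and H1-3 −6.07, and 2 counts were left for CDCA7 (93.7-fold lower, 25.9 to 774) and for H1-5 (57.1-fold, 15.8 to 472). Without Abema replicate 3, H1-3 was −4.02 and H1-5 −3.95. DDX60 (ENSG00000137628) is on chromosome 4 from 168216291 to 168318883 and IFIT1 (ENSG00000185745) on chromosome 10 from 89392546 to 89406487.

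Further lists changed in MCF7 cells with abemaciclib. Lysosome and autophagy genes rose (43 up and 3 down of 50, median 0.84, adjusted p = 1.48e-11), for example WIPI1 (2.07 ± 0.18) and the oestrogen-regulated protease gene CTSD (1.64 ± 0.11). Luminal markers rose (15 up, 4 down of 25, median 0.58, adjusted p = 2.78e-05), with ELF3 at 1.76 ± 0.09. AP-1 factors gave 8 up and 0 down of 13 (9 and 1 adjusted over the list alone, median 1.31, adjusted p = 2.17e-05, adjusted p = 0.131 with an estimated correlation), with FOSB at 4.33 ± 0.45 and JUNB at 2.27 ± 0.12. Ribosome biogenesis genes fell (0 up, 29 down of 35, median −0.67, adjusted p = 2.59e-07), for example LYAR (−1.8 ± 0.11) and FBL (−1.69 ± 0.1). The nuclear oxidative phosphorylation genes (4 up, 40 down of 74, median −0.25, adjusted p = 0.0019) and the ribosomal proteins (2 up, 50 down of 76, median −0.26, adjusted p = 0.00144) fell slightly. The mitochondrially encoded genes rose (12 up, 1 down of 13, median 0.77, adjusted p = 0.00445). These 3 calls were lost at adjusted p = 0.349, 0.428 and 0.428 with an estimated correlation. So were those of the unfolded protein response (12 up, 3 down of 25, median 0.34, adjusted p = 0.199 with an estimated correlation) and the receptor tyrosine kinases (8 up, 2 down of 18, median 0.21, adjusted p = 0.138 with an estimated correlation). p53 targets had a median of 0.12 (11 up, 10 down of 28, 12 and 10 adjusted over the list alone, adjusted p = 0.262), although GDF15 (2.97 ± 0.12) and TP53INP1 (3.08 ± 0.13) rose. Medians were 0.24 for cholesterol synthesis (11 up, 5 down of 23), 0.59 for basal markers (6 up, 1 down of 11), 0.17 for glycolysis (9 up, 8 down of 24) and −0.26 for replication histones (9 up, 12 down of 26, uncertain reads), none past the threshold. Only 2 stromal and immune markers could be tested (median 0.39, adjusted p = 0.762). In all, 7021 of 12379 genes (56.7%) changed, 3420 up and 3601 down, and 2697 changed at least 2-fold. The libraries of the groups did not overlap for 60.6% of genes.

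**Figure D1:**
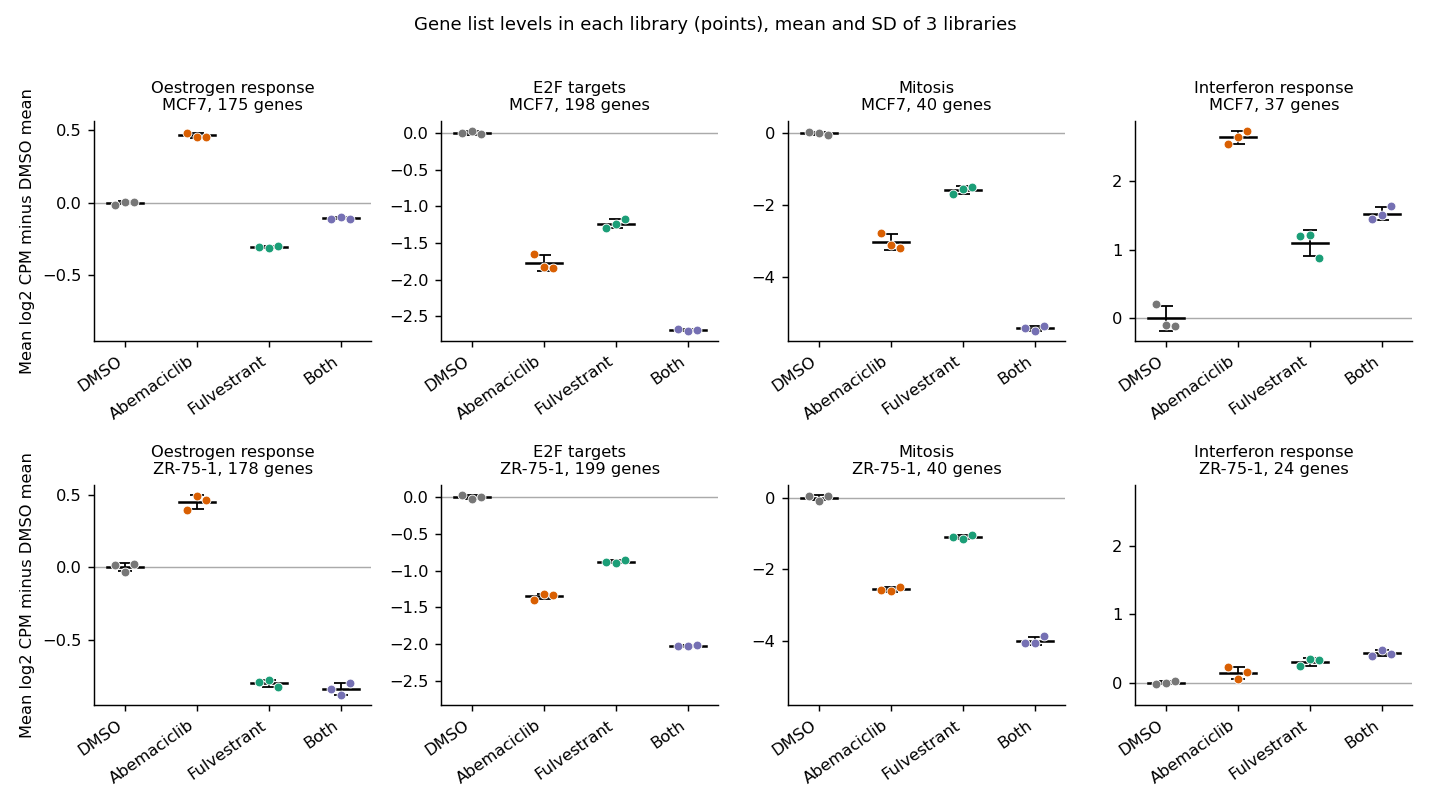
Mean log2 CPM of 4 gene lists in each library, relative to the mean of the DMSO libraries of the same cell line, by treatment (x axis), with MCF7 in the upper row and ZR-75-1 in the lower. Points are libraries, bars are means of 3 libraries and error bars their SD, and the interferon list stands far above DMSO with abemaciclib in MCF7 only.

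The same comparison in ZR-75-1 cells raised CCND1 from 776 ± 20.8 to 1990 ± 128 CPM (1.35 ± 0.08, adjusted p = 8.9e-10, n = 3) and TFF1 from 1200 ± 40.7 to 5430 ± 345 CPM (2.18 ± 0.17, adjusted p = 2.62e-08). ESR1 rose here, from 157 ± 9.73 to 320 ± 19.6 CPM (1.03 ± 0.1, adjusted p = 2.12e-07), as did GREB1 (0.7 ± 0.12), PGR (0.78 ± 0.11), XBP1 (0.46 ± 0.09) and KRT19 (0.62 ± 0.11). PDZK1, an oestrogen-induced scaffold gene, rose from 2.63 to 75.5 CPM (4.82 ± 0.23, adjusted p = 2.79e-11). KRT18 had a value of −0.24 ± 0.11 (adjusted p = 0.0856), and −0.38 and past the threshold without Abema replicate 1. CDKN1A fell from 206 ± 1.32 to 42.3 ± 8.3 CPM (−2.28 ± 0.13, adjusted p = 2.65e-10). MKI67 (−6.17 ± 0.18), E2F1 (−1.17 ± 0.13) and MCM2 (−1.77 ± 0.14) fell. RB1 fell from 73 ± 9.24 to 36.2 ± 16.8 CPM (−1.01 ± 0.23, adjusted p = 0.00239), by −0.69 without Abema replicate 1. PDZK1 (ENSG00000174827) is on chromosome 1 from 145670852 to 145708148, RB1 (ENSG00000139687) on chromosome 13 from 48303744 to 48599436 and MCM2 (ENSG00000073111) on chromosome 3 from 127598410 to 127622436.

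Of 178 oestrogen response genes in ZR-75-1 cells, 90 rose and 24 fell (94 and 27 adjusted over the list alone, median 0.45, adjusted p = 4.72e-09), including SERPINA1 (3.44 ± 0.24) and TFF3 (2.58 ± 0.13). The canonical ERα targets gave 19 up and 4 down of 30 (19 and 5 adjusted over the list alone, median 0.74, adjusted p = 1.81e-11). E2F targets fell (3 up, 153 down of 199, 3 and 159 adjusted over the list alone, median −1.03, adjusted p = 1.98e-68), including HMGB2 (−5.76 ± 0.25). All 40 mitosis genes fell (median −2.51, adjusted p = 1.15e-82), such as CENPA (−5.5 ± 0.41) and KIF20A (−4.97 ± 0.29). Lysosome genes rose (30 up, 1 down of 52, median 0.43, adjusted p = 4.69e-08), ARSA by 1.53 ± 0.22. Luminal markers rose (9 up, 3 down of 27, median 0.16, adjusted p = 0.00243), including the prolactin-induced gene PIP (3.44 ± 0.27). p53 targets fell (2 up, 15 down of 28, median −0.74, adjusted p = 0.000144), among them EDA2R (−2.57 ± 0.38) and GDF15 (−2.09 ± 0.17). Cholesterol synthesis genes gave 2 up and 10 down of 24 (median −0.32, adjusted p = 0.0345, adjusted p = 0.0658 with an estimated correlation), with ACAT2 at −1.59 ± 0.11. The median of interferon genes was 0.11 (7 up, 2 down of 24, adjusted p = 0.586). Replication histones had a median of 0.27 but a mean of −0.87, and camera placed them lower (adjusted p = 0.0356, adjusted p = 0.188 with an estimated correlation, uncertain reads).

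No other list passed the threshold in ZR-75-1 cells with abemaciclib. Medians were 0.19 for MHC class I (mean −0.03, 4 up and 1 down of 14, 5 and 2 adjusted over the list alone), 0.06 for AP-1 factors (JUN rose by 2.18 ± 0.17), −0.68 for basal markers (1 up, 6 down of 10), 0.23 for the unfolded protein response (11 up, 2 down of 25), and −0.10 for ribosome biogenesis. They were 0.14 for receptor tyrosine kinases, among which NTRK2 (3.06 ± 0.24) and RET (2.39 ± 0.28) rose, −0.05 for glycolysis, −0.02 for oxidative phosphorylation, −0.01 for mitochondrially encoded genes and −0.01 for ribosomal proteins. The tight junction gene CLDN2 rose most, from 0.914 to 35.3 ± 4.05 CPM (5.24 ± 0.27), followed by PDZK1, the tubulin copy TUBA3D (4.8 ± 0.53, reads shared with its paralogue and so uncertain), PGLYRP2 (4.78 ± 0.67), CGNL1 (3.98 ± 0.27) and EGR3 (3.86 ± 0.19). The largest decreases were H1-5, with 0 counts against 161 in DMSO and so at least 57.8-fold lower (uncertain reads), then RRM2 (−6.78 ± 0.23), AURKB (−6.38 ± 0.21), MKI67, the thymidylate synthase gene TYMS (−5.94 ± 0.19) and CNIH2 (−5.76 ± 0.19). Without DMSO replicate 1, TUBA3D kept 2 counts in DMSO (56.5-fold higher with abemaciclib, 95% interval 15.6 to 467) and PGLYRP2 none (at least 37.3-fold). RRM2 stood at −7.4 without Abema replicate 2, and PGLYRP2 did not pass the threshold in DESeq2 (4.94). CLDN2 (ENSG00000165376) is on chromosome X from 106900164 to 106930861. Of 12051 genes tested, 4598 (38.2%) changed, 2401 up and 2197 down, and 1648 at least 2-fold, with no overlap between libraries for 47.8%.

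**Figure D2:**
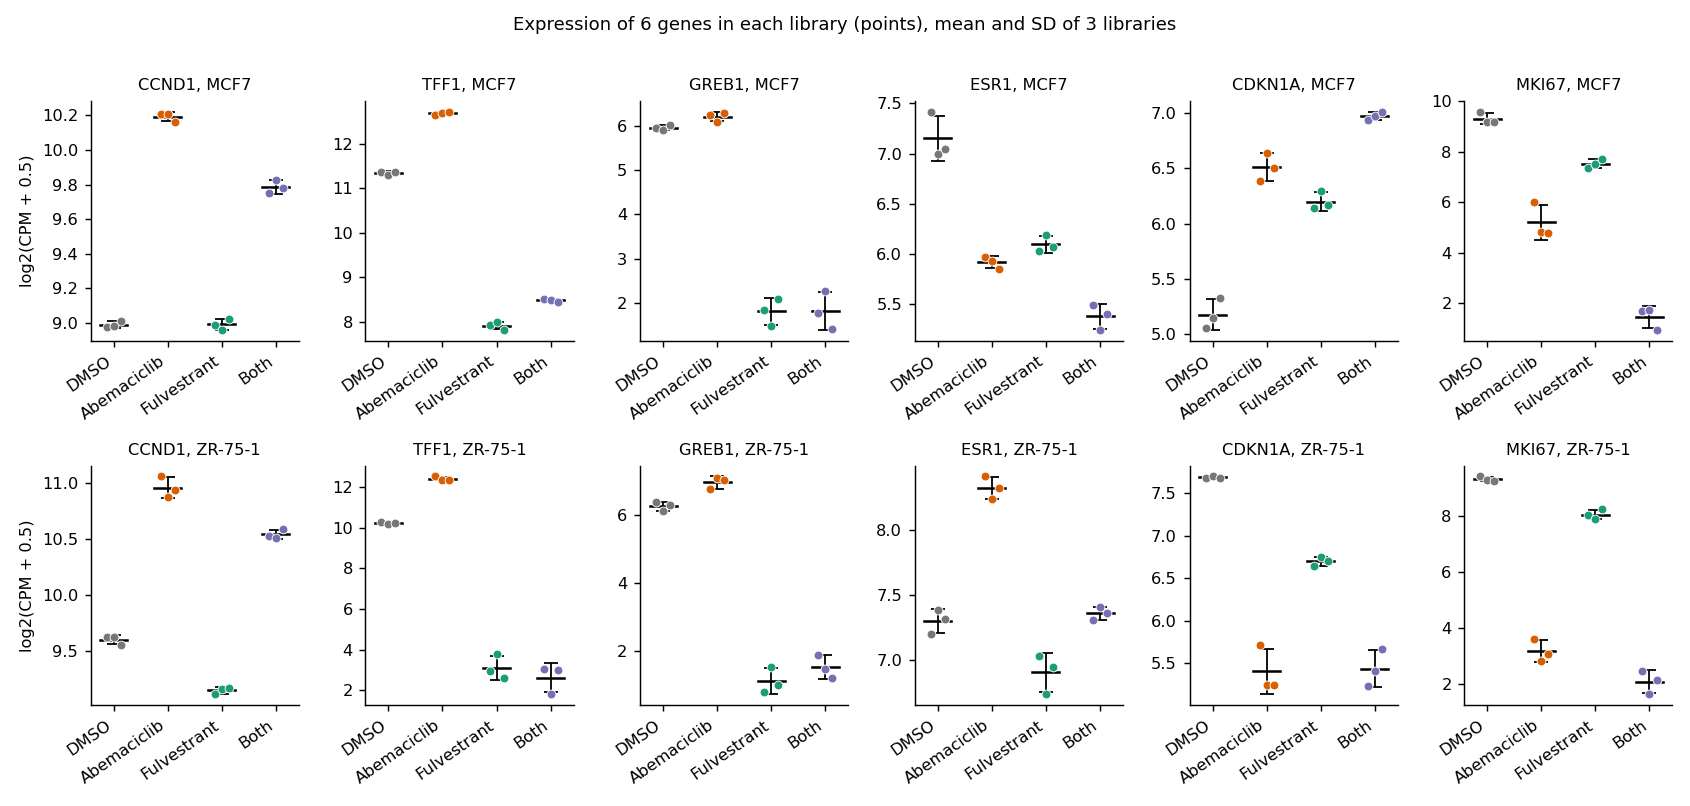
log2(CPM + 0.5) of CCND1, TFF1, GREB1, ESR1, CDKN1A and MKI67 in each library by treatment and cell line. Points are libraries and bars means of 3, and with abemaciclib ESR1 and CDKN1A lie on opposite sides of DMSO in MCF7 and ZR-75-1.

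Fulvestrant alone was compared with DMSO to see which genes depended on ERα. In MCF7 cells, TFF1 fell to 241 ± 14.6 CPM (−3.43 ± 0.08, adjusted p = 3.62e-18, n = 3) and GREB1 from 61.6 to 3.07 ± 0.744 CPM (−4.31 ± 0.17, adjusted p = 1.79e-14). CCND1 stayed at 508 ± 11.2 CPM (0.00 ± 0.07, adjusted p = 0.98). ESR1 (−1.07 ± 0.11), XBP1 (−1.19 ± 0.08), E2F1 (−2.21 ± 0.17) and MKI67 (−1.79 ± 0.19) fell, and CDKN1A rose (1.03 ± 0.1). MYC fell by −0.98 ± 0.28 with libraries that overlapped, and by −0.65 and not past the threshold without DMSO replicate 2. The largest increases were the carcinoma-amplified gene BCAS1, from 28 ± 2.13 to 716 ± 23.7 CPM (4.67 ± 0.1, adjusted p = 1.12e-18), the antisense transcript KIAA2012-AS1 (4.66 ± 0.23, uncertain reads), RND1 (4.53 ± 0.3), AASS (4.46 ± 0.27), APOD (4.45 ± 0.17) and VTCN1 (4.44 ± 0.31). The largest decreases were the amino acid transporter SLC6A14 (−5.95 ± 0.23), BRINP2 (−5.45 ± 0.45), CXCL12 (−5.45 ± 0.34), the GDNF receptor GFRA1 (−5.33 ± 0.14, 5.62 ± 0.824 against 226 CPM), STC1 (−4.38 ± 0.3) and C5AR2, which had 3 counts against 189 (70-fold, 95% interval 23.9 to 339). Without Fulv replicate 1, BRINP2 kept 1 count with fulvestrant (128-fold lower, 22.9 to 5050) and CXCL12 kept 3 (71.6-fold, 24.5 to 347), and without Fulv replicate 2, C5AR2 kept 1 (142-fold, 25.5 to 5620). AASS stood at 5.18 without DMSO replicate 2, and VTCN1 had 3 counts in DMSO without DMSO replicate 1 (50.4-fold higher, 17.2 to 244). BCAS1 (ENSG00000064787) is on chromosome 20 from 53936777 to 54070594, GFRA1 (ENSG00000151892) on chromosome 10 from 116056925 to 116276803 and SLC6A14 (ENSG00000268104) on chromosome X from 116436606 to 116461458.

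In MCF7 cells with fulvestrant, 52 oestrogen response genes rose and 66 fell of 175 (52 and 68 adjusted over the list alone, median −0.17, adjusted p = 0.0185), and the canonical targets fell (3 up, 19 down of 27, 3 and 20 adjusted over the list alone, median −1.19, adjusted p = 4.62e-25). E2F targets (3 up, 183 down of 198, 4 and 184 adjusted over the list alone, median −1.24, adjusted p = 6.27e-53) and all 40 mitosis genes (median −1.62, adjusted p = 6.29e-29) fell, for example ORC6 (−3.21 ± 0.27) and KIF11 (−2.09 ± 0.15). Interferon genes gave 25 up and 1 down of 37 (median 1.35, adjusted p = 4.4e-08, adjusted p = 0.0759 with an estimated correlation), including IFI6 (3.21 ± 0.15) and OAS1 (3.29 ± 0.54). Lysosome genes (median 0.53, adjusted p = 1.07e-07) and luminal markers (median 0.73, adjusted p = 0.000495) rose, although TFF3 fell (−4.07 ± 0.15). Ribosome biogenesis genes fell (0 up, 32 down of 35, median −1.03, adjusted p = 6.06e-19), LYAR by −2.2 ± 0.12. Medians of −0.34 for oxidative phosphorylation, −0.45 for ribosomal proteins, 0.88 for AP-1 factors, 0.56 for MHC class I and 0.93 for basal markers passed the threshold. These 5 lists were at adjusted p = 0.211, 0.192, 0.204, 0.211 and 0.0569 with an estimated correlation. The cholesterol list had a median of 0.04 and a mean of −0.05, the unfolded protein response −0.06 and 0.05, and glycolysis −0.18 and 0.09, none past the threshold. Of all genes, 6666 changed (3241 up, 3425 down), 2296 at least 2-fold, and libraries did not overlap for 58.3%.

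In ZR-75-1 cells, fulvestrant lowered TFF1 to 8.68 ± 3.97 CPM (−7.1 ± 0.24, adjusted p = 1.41e-12, n = 3), GREB1 to 1.72 ± 0.602 CPM (−5.45 ± 0.2, adjusted p = 3.31e-12) and PGR (−3.44 ± 0.14). PDZK1 had 1 count against 41 in DMSO (38.4-fold lower, 95% interval 6.89 to 1520). CCND1 (−0.45 ± 0.08), ESR1 (−0.39 ± 0.1), CDKN1A (−0.99 ± 0.12), KRT18 (−0.68 ± 0.11), MKI67 (−1.26 ± 0.13) and E2F1 (−1.69 ± 0.14) also fell. The largest increases were UNC5C, with 160 counts against 2 (85.4-fold, 95% interval 23.6 to 705), MUC19 (3.94 ± 0.33), PIP (3.34 ± 0.27), BMF (3.12 ± 0.35), PSCA (3.08 ± 0.3) and IL1R1 (3.0 ± 0.18). The largest decreases, beyond TFF1 and GREB1, were the cytochrome pseudogene CYP2B7P (−7.31 ± 0.27, reads shared with CYP2B6 and so uncertain), the connexin 43 gene GJA1 (−6.33 ± 0.23), MPPED2 (−4.8 ± 0.39) and TFF3 (−4.34 ± 0.16). GJA1 stood at −6.96 without Fulv replicate 3, and MPPED2 at −5.42 without Fulv replicate 1, which left PDZK1 with no count (at least 8.88-fold lower). Oestrogen response genes fell (18 up, 96 down of 178, 19 and 103 adjusted over the list alone, median −0.63, adjusted p = 1.91e-20), as did 28 of 30 canonical targets (median −1.85, adjusted p = 1.84e-43). So did 157 of 199 E2F targets (1 up, with 1 up and 168 down adjusted over the list alone, median −0.97, adjusted p = 9.39e-49), all 40 mitosis genes (median −1.09, adjusted p = 1.85e-28) and cholesterol synthesis genes (1 up, 17 down, 1 and 18 adjusted over the list alone, median −0.62, adjusted p = 1.57e-09), including STARD4 (−2.05 ± 0.32). Ribosome biogenesis (median −0.39), oxidative phosphorylation (−0.30) and mitochondrially encoded genes (0.63) passed the threshold, at adjusted p = 0.098, 0.121 and 0.359 with an estimated correlation. The interferon median was 0.31 (adjusted p = 0.061), and the only stromal marker tested, COL1A1, fell (−0.84 ± 0.2). Of all genes, 4174 changed (1975 up, 2199 down), 1307 at least 2-fold, and libraries did not overlap for 53%.

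**Figure D3:**
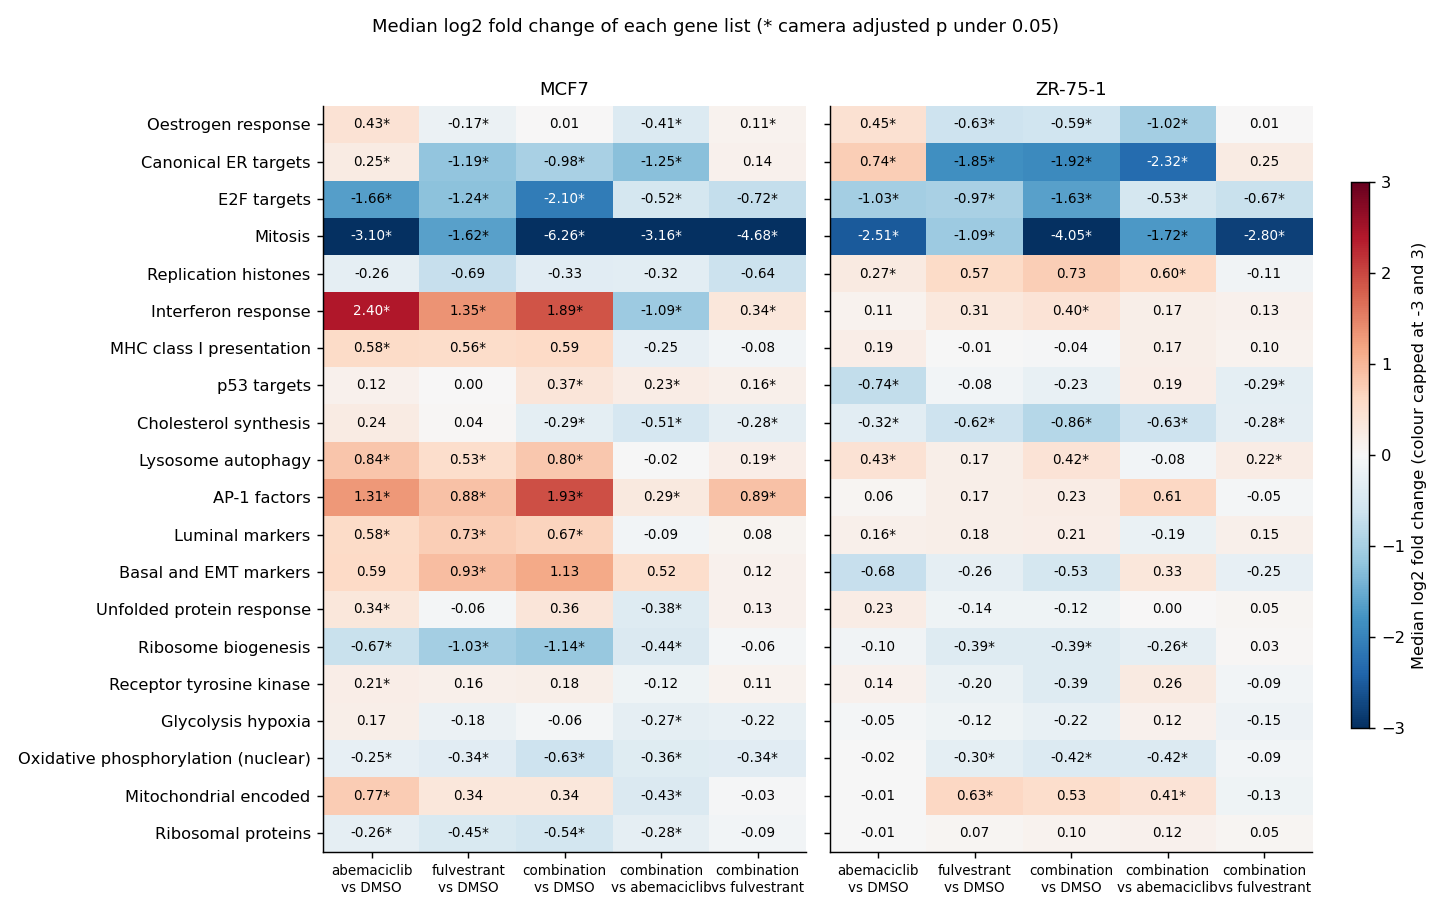
Median log2 fold change of 20 gene lists (y axis) in 5 comparisons within each cell line (x axis), with colour capped at 3 in either direction and an asterisk where the camera adjusted p was below the threshold. The oestrogen lists are positive with abemaciclib and negative when fulvestrant is added to it, and the E2F and mitosis lists are negative throughout.

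The central comparison for the oestrogen genes set the combination against abemaciclib alone, and asked whether their rise needed ERα. In MCF7 cells, fulvestrant on top of abemaciclib lowered TFF1 from 6580 to 356 ± 8.87 CPM (−4.21 ± 0.08, adjusted p = 1.84e-19, n = 3) and GREB1 by −4.56 ± 0.17 (adjusted p = 1.11e-14). CCND1 fell from 1170 to 883 ± 24 CPM (−0.41 ± 0.07, adjusted p = 0.000105), which left it above DMSO (0.80 ± 0.07, adjusted p = 2.18e-09). KRT19 (−0.81 ± 0.08), XBP1 (−1.6 ± 0.08) and ESR1 (−0.54 ± 0.12) fell, as did KRT18 (−0.25 ± 0.08, adjusted p = 0.0205), which was not past the threshold without AbemaFulv replicate 3 (−0.19). MKI67 fell further, to 2.31 ± 0.781 CPM (−4.12 ± 0.35, adjusted p = 1.03e-08), with E2F1 (−2.74 ± 0.34), RRM2 (−4.88 ± 0.27) and MCM2 (−1.04 ± 0.18), and CDKN1A rose further (0.46 ± 0.09). The largest increases were AKAP12 (3.39 ± 0.28), HOXA-AS2 (2.96 ± 0.25, uncertain reads), RGL1 (2.8 ± 0.3), DHRS3 (2.75 ± 0.11), BMF (2.65 ± 0.26) and KRT4 (2.42 ± 0.25). The largest decreases were SLC6A14 (−7.04 ± 0.29), C5AR2 (−5.81 ± 0.37), the survivin gene BIRC5 (−5.64 ± 0.36), and PCLAF (−4.99 ± 0.28). They also included MYBL2 with 3 counts against 363 (145-fold, 95% interval 49.6 to 703) and PTTG1 with 2 against 179 (107-fold, 29.7 to 885). CCNA2 kept 1 count against 79 (94.6-fold, 17 to 3740). C5AR2 kept 2 counts without AbemaFulv replicate 1 (102-fold, 28.4 to 846). Without AbemaFulv replicate 2, PCLAF stood at −5.72, MYBL2 kept 1 count (305-fold, 54.8 to 12100) and CCNA2 none (at least 22.1-fold). MYBL2 was 90.2-fold lower (30.9 to 437) without AbemaFulv replicate 3, and CCNA2 62.1-fold (11.1 to 2450) without Abema replicate 1.

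Of the MCF7 oestrogen response genes, 24 rose and 92 fell when fulvestrant was added (26 and 96 adjusted over the list alone, median −0.41, adjusted p = 1.6e-17), as did 23 of 27 canonical targets (24, with 1 up, adjusted over the list alone, median −1.25, adjusted p = 9.64e-61). E2F targets fell (13 up, 105 down of 198, 13 and 110 adjusted over the list alone, median −0.52, adjusted p = 8.86e-18), and so did 37 of 40 mitosis genes (median −3.16, or −3.15 with genes of few counts at their floor, adjusted p = 3.13e-33). Interferon genes fell from their abemaciclib level (2 up, 31 down of 37, 2 and 33 adjusted over the list alone, median −1.09, adjusted p = 1.61e-16), for example IFI27 (−2.8 ± 0.22), IFIT1 (−2.73 ± 0.22) and OAS2 (−2.47 ± 0.42). Cholesterol synthesis genes fell (0 up, 15 down of 23, 0 and 16 adjusted over the list alone, median −0.51, adjusted p = 3.35e-07). So did the unfolded protein response (5 up, 13 down of 25, 6 and 13 adjusted over the list alone, median −0.38, adjusted p = 0.000209) and ribosome biogenesis (0 up, 22 down of 35, 0 and 23 adjusted over the list alone, median −0.44, adjusted p = 2.8e-06). p53 targets rose (12 up, 1 down of 28, 12 and 2 adjusted over the list alone, median 0.23, adjusted p = 0.000234), among them BTG2 (1.67 ± 0.1) and BBC3 (1.46 ± 0.13). The protease gene CTSD fell by −2.46 ± 0.11, while its lysosome list had a median of −0.02 (adjusted p = 0.828). Oxidative phosphorylation (median −0.36), mitochondrially encoded genes (−0.43), ribosomal proteins (−0.28), glycolysis (−0.27) and AP-1 factors (0.29) passed the threshold, at adjusted p = 0.0797, 0.409, 0.282, 0.091 and 0.385 with an estimated correlation. In all 4330 genes changed (2050 up, 2280 down), 1059 at least 2-fold, and libraries did not overlap for 47.4%.

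Adding fulvestrant to abemaciclib in ZR-75-1 cells lowered TFF1 from 5430 ± 345 to 6.16 ± 2.73 CPM (−9.8 ± 0.26, adjusted p = 1.51e-14, n = 3). GREB1 (−5.64 ± 0.19), PGR (−4.34 ± 0.14), ESR1 (−0.97 ± 0.1), KRT18 (−0.57 ± 0.11), KRT19 (−0.37 ± 0.11) and XBP1 (−0.49 ± 0.09) fell. CCND1 fell from 1990 to 1490 ± 41 CPM (−0.42 ± 0.08, adjusted p = 0.000724) and remained above DMSO (0.94 ± 0.08, adjusted p = 5.51e-08). E2F1 (−2.93 ± 0.19), TK1 (−3.94 ± 0.29), TOP2A (−1.55 ± 0.15) and MKI67 (−1.2 ± 0.25) fell further, with CDKN1A at 0.02 ± 0.13 (adjusted p = 0.911) and RRM2 at 0.18 ± 0.46 (adjusted p = 0.788). The largest increases were GPRC5A (3.94 ± 0.18), the tetraspanin gene CD9 (3.59 ± 0.51), SLIT2 (3.52 ± 0.41), IL1R1 (3.41 ± 0.2), DBP (3.31 ± 0.32) and MGAM (3.25 ± 0.3). CD9 stood at 3.04 without Abema replicate 1, a library short of CD9 reads. Besides TFF1, the largest decreases were CLDN2, with 0 counts against 587 (at least 172-fold lower), NTRK2 (at least 111-fold), ADORA1 (at least 69.6-fold), PGLYRP2 (at least 55.3-fold) and PDZK1 with 2 counts against 1255 (550-fold, 95% interval 152 to 4540). Without AbemaFulv replicate 3, TK1 stood at −4.81 and PDZK1 had no count (at least 263-fold lower).

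All 30 canonical ERα targets fell in that ZR-75-1 comparison (median −2.32, adjusted p = 7.86e-71), and 119 of 178 oestrogen response genes fell while 11 rose (123 and 14 adjusted over the list alone, median −1.02, adjusted p = 2.1e-44), including GJA1 (−7.23 ± 0.2) and TFF3 (−6.21 ± 0.16). E2F targets (7 up, 112 down of 199, 9 and 114 adjusted over the list alone, median −0.53, adjusted p = 3.52e-13) and mitosis genes (1 up, 32 down of 40, 1 and 34 adjusted over the list alone, median −1.72, or −1.64 with genes of few counts at their floor, adjusted p = 5.94e-17) fell, KIF4A by −3.94 ± 0.27 and CEP55 by −3.25 ± 0.37. Cholesterol synthesis genes fell (0 up, 16 down of 24, 0 and 17 adjusted over the list alone, median −0.63, adjusted p = 1.29e-06), DHCR7 by −1.87 ± 0.1. Oxidative phosphorylation (−0.42), ribosome biogenesis (−0.26), mitochondrially encoded genes (0.41), replication histones (0.60, uncertain reads) and COL1A1 (−2.32 ± 0.22) passed the threshold, at adjusted p = 0.0711, 0.271, 0.399, 0.115 and 0.067 with an estimated correlation. The interferon median was 0.17 (adjusted p = 0.0633), and receptor tyrosine kinases had a median of 0.26 but a mean of −0.97, with RET at −4.61 ± 0.37. In all 4298 genes changed (1979 up, 2319 down), 1529 at least 2-fold, and libraries did not overlap for 43.4%.

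The combination was also set against fulvestrant alone, to measure what abemaciclib added in cells given fulvestrant. CCND1 rose in MCF7 (0.80 ± 0.07, adjusted p = 1.66e-08, n = 3) and in ZR-75-1 (1.39 ± 0.08, adjusted p = 1.16e-09). MKI67 fell by −6.35 ± 0.31 and −6.11 ± 0.2. CDKN1A rose by 0.78 ± 0.09 in MCF7 and fell by −1.27 ± 0.13 in ZR-75-1, and ESR1 fell by −0.72 ± 0.11 in MCF7 and rose by 0.45 ± 0.1 in ZR-75-1. TFF1 rose in MCF7 (0.56 ± 0.08), with −0.53 ± 0.3 (adjusted p = 0.318) in ZR-75-1, a difference between lines that was not tested for this comparison, and GREB1 had values of 0.00 ± 0.28 and 0.51 (adjusted p = 0.996 and 0.429). The growth factor gene AREG (3.64 ± 0.21), AKAP12 (2.92 ± 0.26), OXTR (2.83 ± 0.22) and RASD1 (2.75 ± 0.16) rose most in MCF7, and FAM81B (3.01 ± 0.43), LRRN1 (2.46 ± 0.4), FOS (2.33 ± 0.44, or 3.13 without Fulv replicate 3) and CFAP126 (2.22 ± 0.36) in ZR-75-1. Several cell-cycle genes kept few or no counts. In MCF7, AURKB had no count with both drugs (at least 94.5-fold lower), PTTG1 was 491-fold lower (95% interval 136 to 4050) and MYBL2 443-fold (151 to 2150). In ZR-75-1, PBK was 255-fold lower (45.8 to 10100), AURKB 193-fold lower (53.5 to 1600), and MYBL2 fell by −7.79 ± 0.36. Without AbemaFulv replicate 2, MYBL2 kept 1 count in MCF7 (932-fold, 167 to 36800) and stood at −7.17 in ZR-75-1, where PBK had no count (at least 54.2-fold). Without AbemaFulv replicate 3, MYBL2 was 276-fold lower in MCF7 (94.3 to 1340) and had no count in ZR-75-1 (at least 276-fold). Oestrogen response genes gave 50 up and 28 down in MCF7 (55 and 33 adjusted over the list alone, median 0.11, adjusted p = 0.0044), and 26 up and 25 down in ZR-75-1 (34 and 29 adjusted over the list alone, median 0.01, mean −0.04, adjusted p = 0.488). The canonical targets had medians of 0.14 and 0.25 (adjusted p = 0.112 and 0.233). E2F targets fell in both lines (medians −0.72 and −0.67, adjusted p = 2.82e-71 and 1.67e-74), as did the mitosis genes (−4.68 and −2.80, adjusted p = 6.89e-136 and 1.19e-159), all 40 in MCF7 and 39 of 40 in ZR-75-1 (40 adjusted over the list alone). Of all genes, 3182 changed in MCF7 (1547 up, 1635 down) and 1378 in ZR-75-1 (551 up, 827 down), 779 and 597 at least 2-fold, and libraries did not overlap for 41.4% and 31.2%. The ZR-75-1 count was 2222 without MCF7 DMSO replicate 1 and ZR-75-1 Abema replicate 1, the 2 libraries short of reads for a shared set of genes.

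Against DMSO, the combination lowered MKI67 to 2.31 ± 0.781 CPM in MCF7 (−8.14 ± 0.3) and 3.87 ± 1.21 CPM in ZR-75-1 (−7.37 ± 0.2), the lowest levels of the 4 treatments. AURKB had no count left of 1205 in MCF7 (at least 465-fold lower), and MYBL2 kept 3 of 4556 (1760-fold, 95% interval 601 to 8520). That ratio was 3700 (663 to 146000) without AbemaFulv replicate 2 and 1100 (375 to 5310) without AbemaFulv replicate 3. In ZR-75-1, CENPA (at least 84.1-fold) and DEPDC1B (at least 80.3-fold) were lost and MYBL2 fell by −9.66 ± 0.34, with no count left without AbemaFulv replicate 3 (at least 1040-fold). The 4 largest rises in MCF7 were the channel subunit CACNG6, from 0 to 370 counts (at least 107-fold), TCHHL1 from 0 to 174 (at least 50.1-fold), HOXA-AS2 from 1 to 265 (229-fold, 41.1 to 9040, uncertain reads) and ANKRD1 (7.04 ± 0.2). HOXA-AS2 had no count in DMSO without DMSO replicate 3 (at least 49.6-fold). In ZR-75-1, FAM81B, from 3 to 178 counts (62.8-fold, 21.5 to 304), and PIP (5.33 ± 0.27) rose most. FAM81B was 40-fold higher (13.7 to 194) without DMSO replicate 1, and had no count in DMSO without DMSO replicate 3 (at least 42.8-fold). TFF1 fell by −2.86 ± 0.08 and −7.62 ± 0.25, and ESR1 fell by −1.79 ± 0.11 in MCF7, with a value of 0.06 ± 0.1 in ZR-75-1 (adjusted p = 0.643) and no test of that difference. The MCF7 oestrogen list had 69 genes up and 71 down, with a median of 0.01, a mean of −0.15 and a downward camera test (adjusted p = 0.695), while its canonical list fell (median −0.98, adjusted p = 2.56e-11). In ZR-75-1, 20 rose and 99 fell (25 and 99 adjusted over the list alone, median −0.59, adjusted p = 2.31e-09), with a canonical median of −1.92 (adjusted p = 3.6e-19). E2F medians were −2.10 and −1.63 (adjusted p = 2.32e-76 and 1.74e-85), mitosis medians −6.26 and −4.05. The interferon median was 1.89 in MCF7 (adjusted p = 0.105 with an estimated correlation) and 0.40 in ZR-75-1 (adjusted p = 0.124 with an estimated correlation). In all, 7948 genes changed in MCF7 (3978 up, 3970 down) and 5738 in ZR-75-1 (2917 up, 2821 down), 3577 and 2233 at least 2-fold, and libraries did not overlap for 66.0% and 58.7%. MYBL2 (ENSG00000101057) is on chromosome 20 from 43667019 to 43716495, AURKB (ENSG00000178999) on chromosome 17 from 8204733 to 8210600 and PIP (ENSG00000159763) on chromosome 7 from 143132077 to 143139739.

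The interaction asked whether the effect of both drugs departed from the sum of their separate log2 changes. In MCF7 cells the combined effect was below that sum for TFF1 (−0.78 ± 0.1, adjusted p = 9.15e-06, n = 3), CCND1 (−0.41 ± 0.1, adjusted p = 0.00363), KRT19 (−1.09 ± 0.11) and MKI67 (−2.33 ± 0.43), and above it for MCM2 (1.1 ± 0.23) and CDK4 (1.03 ± 0.14). AKAP12 (4.12 ± 0.46), BRINP2 (4.78 ± 0.79) and CXCL12 (4.03 ± 0.65) lay furthest above, and IFIT1 (−5.6 ± 0.66) among those furthest below. DDX60 and CACNG6, with 1 and 0 counts in DMSO, lay at −5.14 and −3.17 with that group at the floor of 3 counts, and DDX60 at −4.56 without DMSO replicate 2. Without Fulv replicate 1, BRINP2 and CXCL12 kept 1 and 3 counts with fulvestrant, and both lay at 4.71 at the floor. In ZR-75-1 cells, CCND1 had an interaction of 0.04 ± 0.12 (adjusted p = 0.903), TFF1 of −2.7 ± 0.35 (adjusted p = 0.000146), E2F1 of −1.24 ± 0.24 and CDKN1A of 1.01 ± 0.18. PHF19 (2.9 ± 0.41) and CEACAM6 (2.57 ± 0.27) were among the highest, and PTGES (−3.27 ± 0.38) among the lowest, with ADORA1, which had no count with both drugs, at −3.58 at the floor. Oestrogen response genes lay below the sum in both lines (medians −0.28 and −0.40, adjusted p = 0.00013 and 1.02e-09), with 23 above and 67 below in MCF7 (24 and 72 adjusted over the list alone) and 5 and 41 in ZR-75-1 (6 and 54 adjusted over the list alone). The canonical list had a median of −0.28 and a mean of 0.01 in MCF7 (adjusted p = 0.157) and a median of −0.44 in ZR-75-1 (adjusted p = 3.78e-06). E2F targets lay above it (0.52 and 0.24, adjusted p = 1.86e-10 and 3.53e-05, with adjusted p = 0.067 with an estimated correlation in MCF7), while mitosis genes lay below (−1.51 and −0.50, adjusted p = 0.213 and 0.155 with an estimated correlation). In MCF7, interferon (−2.37, adjusted p = 6.37e-36), lysosome (−0.63) and luminal genes (−0.69) were below and ribosome biogenesis genes above (0.69, adjusted p = 7.96e-11). The interaction was past the threshold for 3626 MCF7 genes (1618 above, 2008 below) and 839 ZR-75-1 genes (330 above, 509 below), the latter count being 538 without DMSO replicate 1, 544 without DMSO replicate 3 and 1391 without Abema replicate 1. Regrouping the libraries moves effects of the single drugs into the interaction, so no split of these libraries measured how often chance gives such values.

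The responses of both lines to each drug were then tested against each other, as MCF7 minus ZR-75-1, over 13540 genes. With abemaciclib, the lines differed for ESR1 (−2.23 ± 0.14, adjusted p = 7.25e-13, n = 3), CDKN1A (3.68 ± 0.16, adjusted p = 1.36e-16), KRT18 (1.17 ± 0.13), MKI67 (2.20 ± 0.31), E2F1 (−1.37 ± 0.23) and TFF1 (−0.78 ± 0.18). No difference was detected for CCND1 (−0.10 ± 0.10, adjusted p = 0.522) or GREB1 (−0.40 ± 0.17, adjusted p = 0.0857). GREB1 passed the threshold at −0.5 without ZR-75-1 DMSO replicate 1 and at −0.52 without ZR-75-1 Abema replicate 1. The RB1 difference of 0.92 ± 0.31 (adjusted p = 0.0268) was not past the threshold without MCF7 DMSO replicate 1 (0.69), MCF7 Abema replicate 2 (0.83), ZR-75-1 DMSO replicate 1 (0.81) or ZR-75-1 DMSO replicate 3 (0.85). The interferon list differed by a median of 2.86 (25 higher in MCF7 and none in ZR-75-1 of 38, 28 and none adjusted over the list alone, adjusted p = 4.4e-22), and p53 targets by 0.47 (13 and 2 of 30, 13 and 3 adjusted over the list alone, adjusted p = 2.33e-07). Ribosome biogenesis differed by −0.54 (0 and 21 of 35, 0 and 24 adjusted over the list alone) and E2F targets by −0.41 (14 and 87 of 199, 15 and 95 adjusted over the list alone, adjusted p = 1.29e-08), while oestrogen response genes had a median difference of −0.12 (50 and 51 of 183, 54 and 57 adjusted over the list alone, adjusted p = 0.898). With fulvestrant, CCND1 (0.55 ± 0.10), CDKN1A (2.11 ± 0.16) and TFF1 (3.76 ± 0.22) differed, and the oestrogen list by 0.46 (68 and 16, 73 and 19 adjusted over the list alone, adjusted p = 6.13e-09). With fulvestrant added to abemaciclib, TFF1 differed by 5.64 ± 0.23 (adjusted p = 8.17e-17) and the oestrogen list by 0.48 (78 and 24, 86 and 29 adjusted over the list alone, adjusted p = 6.56e-14), and CCND1 had a difference of 0.06 ± 0.10 (adjusted p = 0.758). In all 3774, 2296 and 2229 genes differed between the lines in these 3 comparisons, of which 462, 263 and 340 were called in opposite directions. Shuffling the treatment names within each line gave at least as many differing genes in 4, 7 and 3 of 60 splits, the real one included, but a shuffle that swaps names in 1 line turns a difference into a sum, so these splits leave chance undecided.

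**Figure D4:**
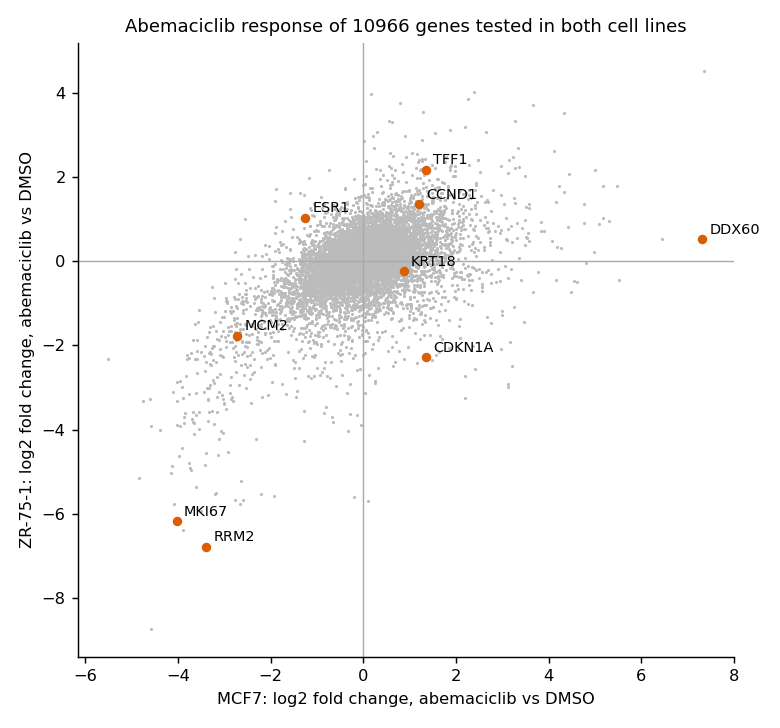
Log2 fold change with abemaciclib against DMSO in MCF7 (x axis) and in ZR-75-1 (y axis), 1 point for each of 10966 genes, with 9 genes labelled. CCND1 and TFF1 lie up, and MKI67 and RRM2 down, on both axes, by sizes that differed between the lines for TFF1, MKI67 and RRM2, whereas ESR1 and CDKN1A lie in opposite quadrants, and DDX60 moved in MCF7 only.

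Across the 10966 genes tested in both lines, the abemaciclib responses correlated at Pearson's r = 0.543 and Spearman's rho = 0.48, and r was 0.577 for fulvestrant and 0.442 for fulvestrant added to abemaciclib. These are correlations across genes, which are not independent replicates. With abemaciclib, 1156 genes rose in both lines and 1334 fell in both, where independent calls would give 576.5 and 624.9, and 417 went opposite ways (independent 1206.5). CCND1 and TFF1 were among those raised in both, and MCM2 and MKI67 among those lowered in both. To ask without a shared control whether genes raised by abemaciclib were those lowered by fulvestrant, genes were chosen in 1 line and read in the other. Of 1080 genes raised at least 2-fold in MCF7, 21.9% fell and 25.3% rose in ZR-75-1 when fulvestrant was added to abemaciclib, against 19.2% and 16.4% of all genes. Of 524 such genes chosen in ZR-75-1, 21.6% fell and 18.5% rose in MCF7, against 18.4% and 16.6% of all genes. These shares were not tested against those of all genes, and genes raised in 1 line alone dilute a share read in the other. Within MCF7, 2249 genes rose and 2543 fell with each drug alone (independent 895.4 and 996.3), and 215 moved in opposite directions (independent 1889), with r = 0.746 across genes. Within ZR-75-1 the counts were 812 up in both, 1043 down in both and 435 opposite (independent 393.5, 400.9 and 798.2), with r = 0.338 across genes. Both drugs shared their DMSO libraries, and in 20 simulations without any drug effect that sharing alone gave r = 0.51 for MCF7 and 0.5 for ZR-75-1, so the correlation in ZR-75-1 was below that of shared controls alone. The covariance of 0.226 in ZR-75-1 exceeded the simulated 0.0408, as did 0.743 the simulated 0.0424 in MCF7.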

Values the study reported

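The study treated these cells with 500 nM abemaciclib and 5 nM fulvestrant, with n = 3 replicates in the RNA sequencing. It reported that 17 genes of the hallmark early oestrogen response were linked by chromatin loops to elements bound by Rb, among them CCND1, TFF1, KRT18 and KRT19.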

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

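The test for a wrong label was chosen after the results it measures were seen. So was the second scheme of splits for the differences between lines, in which names were kept by the majority. The values collected here are differences between the cell lines in the response to the same treatment, MCF7 minus ZR-75-1 on the log2 scale, whose own test passed the threshold in edgeR or camera. No column lay outside the comparisons. Fitted differences of genes with a group at 0 to 3 counts are no bounds, so such genes are given again with the group at the floor of 3 counts, and only so where a library was left out.

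With abemaciclib, 17 of 21 lists differed, 10 of them with an estimated correlation. The calls lost were mitosis (adjusted p = 0.142 with an estimated correlation), cholesterol synthesis (0.0789), lysosome (0.0639), glycolysis (0.105), oxidative phosphorylation (0.155), mitochondrially encoded genes (0.267) and ribosomal proteins (0.407). Median differences were −0.66 for canonical ERα targets, −0.41 for E2F targets, −0.55 for mitosis, 2.86 for interferon, 0.8 for MHC class I, 0.47 for p53 targets, 0.45 for cholesterol synthesis, 0.41 for lysosome, 1.39 for AP-1 factors and 0.51 for luminal markers. They were 1.19 for basal markers, −0.54 for ribosome biogenesis, 0.57 for receptor tyrosine kinases, 0.4 for glycolysis, −0.24 for oxidative phosphorylation, 0.63 for mitochondrially encoded genes and −0.2 for ribosomal proteins. Cell-cycle genes of the panel differed by 0.92 for RB1, −1.03 for CDK4, 2.7 for CDK6, 3.13 for CCNE2, −1.37 for E2F1, 2.2 for MKI67, −1.03 for TK1, 3.44 for RRM2, −0.9 for MCM2, 3.68 for CDKN1A and 1.41 for MYC. Oestrogen-related genes differed by −2.23 for ESR1, −0.78 for TFF1, 1.17 for KRT18 and 0.71 for KRT19. The largest differences were ALDH1A3 (9.16), IFIT1 (7.68), OTULINL (7.58), DDX60 (6.82), GJA1 (−5.2), SEPTIN6 (−5.12), FLT4 (−4.83) and RPRM (−4.43). At the floor these were 6.2, 7.04, 4.62, 5.68, −1.96, −1.96 and −1.63 for ALDH1A3, IFIT1, OTULINL, DDX60, GJA1, SEPTIN6 and FLT4. Without MCF7 DMSO replicate 1, the calls for RB1 (0.69), SEPTIN6 (−1.15 at the floor) and FLT4 (−1.5) were lost. That for RB1 was also lost without MCF7 Abema replicate 2 (0.83), ZR-75-1 DMSO replicate 1 (0.81) or 3 (0.85), that for FLT4 without MCF7 Abema replicate 1 (−1.06 at the floor), 2 (−1.1) or 3 (−0.97), and that for IFIT1 without ZR-75-1 DMSO replicate 2 (7.57 at the floor) or 3 (7.56). At the floor, DDX60 stood at 5.07 without MCF7 DMSO replicate 2, IFIT1 at 6.46 without ZR-75-1 Abema replicate 2, and CCNE2 at 2.99 without ZR-75-1 Abema replicate 3. Without the 2 libraries short of reads, MCF7 DMSO replicate 1 and ZR-75-1 Abema replicate 1, MYC stood at 0.73, and the calls for RB1 (0.35), SEPTIN6 (−0.86 at the floor) and FLT4 (−1.41) were lost. MYC was lower in them than in the other libraries of their groups (−0.99 and −1.58).

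With fulvestrant, 15 lists differed, 12 with an estimated correlation, which lost mitosis (adjusted p = 0.0516), replication histones (0.122) and AP-1 factors (0.178). Median differences were 0.46 for oestrogen response, 0.54 for canonical targets, −0.29 for E2F targets, −0.4 for mitosis, −0.79 for replication histones, 1.01 for interferon, 0.66 for MHC class I, 0.38 for p53 targets, 0.69 for cholesterol synthesis and 0.38 for lysosome. They were 0.43 for AP-1 factors, 0.54 for luminal markers, 1.16 for basal markers, −0.6 for ribosome biogenesis and −0.44 for ribosomal proteins. Panel genes differed by −0.6 for CDK4, 1.34 for CDK6, 0.55 for CCND1, 2.11 for CDKN1A, −0.59 for ESR1, 3.76 for TFF1, 1.23 for GREB1, 1.27 for KRT18, 0.54 for KRT19 and −0.44 for XBP1. The largest were CYP2B7P (9.15, uncertain reads), ITGB6 (7.41), FSTL4 (6.78), ACHE (5.76), ACKR3 (−5.79), ADGRL2 (−5.52), SCAANT1 (−4.38) and RPRM (−4.29). At the floor these were 7.33, 4.24, 7.03, −4.65, −2.59 and −1.24 for CYP2B7P, ITGB6, FSTL4, ACKR3, ADGRL2 and SCAANT1. The call for CYP2B7P was lost without MCF7 Fulv replicate 1 (7.87 at the floor), that for GREB1 without MCF7 Fulv replicate 3 (0.99), ZR-75-1 Fulv replicate 1 (1.09) or 2 (0.98), and that for SCAANT1 without ZR-75-1 DMSO replicate 1 (−0.66 at the floor), 2 (−0.74) or 3 (−0.75) or ZR-75-1 Fulv replicate 2 (−1.15) or 3 (−1.17). At the floor, without ZR-75-1 DMSO replicate 3, ACKR3 stood at −4.15, ITGB6 at 3.52 and FSTL4 at 5.94. FSTL4 was 6.4 without MCF7 DMSO replicate 2 and 6.36 without MCF7 DMSO replicate 3, and ACHE 6.21 without ZR-75-1 Fulv replicate 2, also at the floor.

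With fulvestrant added to abemaciclib, 7 lists differed, 3 with an estimated correlation, which lost mitosis (adjusted p = 0.0732), replication histones (0.0732), mitochondrially encoded genes (0.194) and ribosomal proteins (0.201). Median differences were 0.48 for oestrogen response, 0.69 for canonical targets, −1.12 for mitosis, −0.85 for replication histones, −1.45 for interferon, −0.81 for mitochondrially encoded genes and −0.38 for ribosomal proteins. Panel genes differed by −2.86 for MKI67, −2.29 for TOP2A, −5.01 for RRM2, 0.49 for CDKN1A, 0.48 for ESR1, 5.64 for TFF1, 1.14 for GREB1, 0.38 for KRT18, −0.39 for KRT19 and −1.05 for XBP1. The largest were GJA1 (10.68), ADORA1 (8.95), SSTR2 (7.32), LYPD1 (7.23), SLC6A14 (−10.27), KIF20A (−7.04), ACKR3 (−6.7) and PTTG1 (−5.63). At the floor these were 7.46, 5.85, 4.11, −7.26, −5.96, −3.73 and −5.31 for GJA1, ADORA1, LYPD1, SLC6A14, KIF20A, ACKR3 and PTTG1. Small differences rested on single libraries. The call was lost on leaving out any 1 of the 12 libraries for KRT18 (0.22 to 0.41), with the exception of ZR-75-1 Abema replicate 3, for CDKN1A (0.28 to 0.51), with the exceptions of ZR-75-1 Abema replicates 2 and 3 and AbemaFulv replicate 3, and for ESR1 (0.37 to 0.46), with the exceptions of MCF7 AbemaFulv replicate 2 and ZR-75-1 Abema replicate 2 and AbemaFulv replicate 2. That for KRT19 was lost without MCF7 Abema replicate 2 (−0.42), MCF7 AbemaFulv replicate 2 (−0.41) or 3 (−0.38), ZR-75-1 Abema replicate 2 (−0.33) or 3 (−0.34) or ZR-75-1 AbemaFulv replicate 1 (−0.42), that for GREB1 without MCF7 AbemaFulv replicate 2 (0.82) or ZR-75-1 AbemaFulv replicate 2 (1.04) or 3 (0.94), and that for SLC6A14 without ZR-75-1 AbemaFulv replicate 1 (−7.89 at the floor). KIF20A stood at −5.31 at the floor without MCF7 AbemaFulv replicate 3 and −7.03 without ZR-75-1 Abema replicate 3, and RRM2 at −5.65 without ZR-75-1 Abema replicate 2.

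Splits of the libraries were counted for the gene counts of these differences. Of 60 splits that shuffled treatments within each line, the real one included, 4, 7 and 3 gave as many genes as the real 3774 for abemaciclib, 2296 for fulvestrant and 2229 for fulvestrant added to abemaciclib, and the highest others were 6769, 3938 and 2279. A shuffle that swaps names in 1 line turns a difference into a sum, so these splits leave chance undecided. Among 100 splits with names kept by the majority 1, 1 and 1, the real one, reached the real count, the highest others being 2915, 1846 and 1367. Those others mixed libraries of different treatments in at least 1 line, which adds spread and lowers the number of calls, so this scheme too leaves chance undecided. For the comparisons of 3 libraries with 3 within a line, 10 splits are too few for a share under 0.05. In each of the 10 comparisons 1 split, the real one, gave as many genes, where the highest other was 0. Every other split mixed libraries of both treatments, which adds spread, lowers the number of calls and shrinks the list medians. The gaps between real and other splits given here therefore leave chance undecided as well. The oestrogen list had absolute medians of 0.43, 0.17, 0.01, 0.41 and 0.11 in MCF7 for abemaciclib, fulvestrant, the combination, and the combination against abemaciclib and against fulvestrant, against a highest other of 0.16, 0.05, 0.06, 0.15 and 0.06. In ZR-75-1 these were 0.45, 0.63, 0.59, 1.02 and 0.01 against 0.17, 0.25, 0.22, 0.34 and 0.05. Splits as large numbered 8 of 10 for 0.01 in MCF7, 7 of 10 for 0.01 in ZR-75-1, and 1 elsewhere. For E2F targets the medians were 1.66, 1.24, 2.1, 0.52 and 0.72 in MCF7 against 0.53, 0.42, 0.62, 0.2 and 0.31, and 1.03, 0.97, 1.63, 0.53 and 0.67 in ZR-75-1 against 0.41, 0.33, 0.52, 0.22 and 0.26. For the interaction, 3 of 100 regroupings reached the 3626 MCF7 genes (highest other 5420) and 2 of 100 the 839 ZR-75-1 genes (highest other 3395), and the interaction medians were reached by 25 (oestrogen, 0.28, highest other 0.65) and 69 (E2F, 0.52 and 2.59) of 100 in MCF7 and by 52 (0.4 and 1.68) and 79 (0.24 and 1.79) in ZR-75-1. These regroupings move the effects of the single drugs into the interaction, so they do not measure chance there and nothing is concluded from them, including from the split in ZR-75-1 with several times the real count.

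The first pattern weighed was that MCF7 DMSO replicate 1 and ZR-75-1 Abema replicate 1 were short of reads for a shared set of genes. Of 5676 genes compared in both, 47 and 268 were short by more than 1 log2, with 25 in both where 2.22 would be independent, among them CD9 (−2.15 and −3.87) and MIF (−2.36 and −2.97), chosen after their values were seen. A wrong label was argued against, since without the short genes both libraries correlated best with their own group, by at least 0.0557. A partial mixture stayed open. GC content stayed open (area under the curve 0.385 in ZR-75-1, 0.522 in MCF7), as did length (0.366 and 0.378, shorter in both). So did words of 6 bases near the 3′ end, led by TTTTGT in MCF7 (29.7 percentage points) and TAAAAT in ZR-75-1 (16.1). A loss in library preparation and a true difference between dishes cannot be told apart for these genes, and the labels give no batch.

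The second pattern was the opposite response of ESR1 and CDKN1A, and the interferon rise in MCF7 alone, with abemaciclib. Normalization was argued against, since the smallest of these 3 differences was 2.23 in absolute size under other scalings, and so were the 2 short libraries, without which it was 2.07. For interferon, levels too low in ZR-75-1 to show a rise stayed open, because over the 19 genes with at least 5 CPM there the median difference was 1.99 but its bootstrap interval (0.79 to 3.22) reached below the bound of 1 set beforehand. A biological difference between the lines in interferon and p21 control stays a hypothesis, with 1 experiment per line.

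The third pattern was that under both drugs E2F targets fell less than the sum of the single effects while mitosis genes fell more, although with an estimated correlation the E2F call was lost in MCF7 (adjusted p = 0.067) and the mitosis calls in both lines (0.213 and 0.155). Better expressed E2F members argued against a floor of counts near 0. Their median interactions were 0.56 in MCF7 (0.47 to 0.70) and 0.25 in ZR-75-1 (0.16 to 0.40). Intervals here resampled genes and omit library spread. The choice of scaling was argued against by an E2F median of at least 0.24 under other scalings. All scalings used take most genes as unchanged, so a change in the total RNA of a cell was not tested. The upper members of the mitosis list stood at −1.26 (−1.93 to −0.57) in MCF7 and −0.5 (−1.02 to 0.13) in ZR-75-1. The log scale itself, on which effects that share a limit fall short of their sum, may account for the E2F part (0.25) and was not tested.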

How the results depend on the processing

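Fits without the 2 libraries short of reads, with mitochondrial genes left out, and without single libraries for the shared and other-line shares were added after the data were seen, and the other alternatives were set before the data were examined. Of 204 list values under alternatives, 197 kept their direction and side of the threshold, as did 168 of 168 with 1 library left out. In MCF7, the oestrogen list for the combination against DMSO passed the threshold with fry (0.01, adjusted p = 7.41e-07) and with the canonical list in its place (−0.98), and with that list it no longer did so for the combination against fulvestrant (0.14) and the interaction (−0.28). The MCF7 E2F interaction was not past the threshold with an estimated correlation (0.52, adjusted p = 0.067), and the mitosis list in its place reversed the E2F interaction in MCF7 (−1.51) and ZR-75-1 (−0.5). These changes follow from the other list or test, and elsewhere the cause was not tested.

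Of 140 counts, correlations and shares, 131 moved by less than their limit, which was 1.5 times for a count and the SD of the values with 1 library left out for the others, as did 147 of 162 with 1 library left out. Counts ran from 6299 to 7142 for abemaciclib in MCF7 and 3722 to 5167 in ZR-75-1. Without the 2 short libraries, ZR-75-1 gave 2222 genes for the combination against fulvestrant and 1391 for the interaction, which ran from 538 to 1391 with 1 library left out. The correlation between lines was 0.575 at a mean of at least 10 CPM, 0.48 by rank, 0.531 without the 2 libraries and 0.51 to 0.543 with 1 left out. The share of genes raised in MCF7 that fell in ZR-75-1 was 19.8% with no fold threshold and 19.7% to 22.3% with 1 library left out, and 44.9% for genes chosen in ZR-75-1 itself, whose selection shared libraries with the comparison. The reverse share was 24.9% without the 2 libraries, 18.7% to 22.6% with 1 left out and 23.4% for genes chosen in MCF7 itself. A replicate block gave 7062 genes for abemaciclib in MCF7 and 4430 in ZR-75-1. Of 4346 values of single genes, 4266 kept their call, 35 lost it, 45 gained it and 0 reversed, and with 1 library left out 3976 of 4098 kept it, 101 lost it and 21 gained it. Depth limited the genes near 0: where a group had no count, only a lower limit of the fold was available, and PGR and PDZK1 did not pass the filter of the fit within MCF7.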

Other observations

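Both hypotheses here, and their tests, were chosen after the data were seen. Genes of motile cilia stood among the largest rises with both drugs in ZR-75-1 cells, such as FAM81B and SNTN. SNTN rose by 5.02 ± 0.5 against DMSO, and had no count in DMSO without DMSO replicate 1 (at least 50.3-fold higher). The hypothesis was a shared rise of motile cilium genes, tested on a list of such genes. In ZR-75-1 the median was 1.58 for the combination against DMSO (27 up and 1 down of 34 tested, camera adjusted p = 2.27e-09, adjusted p = 0.067 with an estimated correlation). It was 0.77 for abemaciclib (18 up, 2 down, adjusted p = 0.00106, adjusted p = 0.226 with an estimated correlation) and 0.86 for the combination against fulvestrant (21 up, 0 down, adjusted p = 6.36e-13, adjusted p = 0.0419 with an estimated correlation). Fulvestrant alone gave 0.66 and fulvestrant added to abemaciclib 0.97 (adjusted p = 0.307 and 0.125 with an estimated correlation). In MCF7 the median was 1.37 for the combination against DMSO (16 up, 3 down of 21, adjusted p = 0.0324, adjusted p = 0.226 with an estimated correlation), where DNAH5 rose by 3.7 ± 0.23 and MNS1 fell by −3.92 ± 0.23. The other MCF7 medians were 0.79 for abemaciclib, 0.93 for fulvestrant and 0.55 for fulvestrant added to abemaciclib, none past the threshold (adjusted p = 0.103, 0.097 and 0.0956), and 0.38 for the combination against fulvestrant (adjusted p = 0.0417, and 0.253 with an estimated correlation). Cells that leave the cycle may switch on part of a ciliary gene programme, and the median of 1.58 goes in that direction, but it did not pass with an estimated correlation and the list was written knowing genes such as RSPH1 and CAPS, so the hypothesis stays open.

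With fulvestrant, genes known from the androgen response, such as APOD (4.45 ± 0.17 in MCF7), were among the largest rises. The hypothesis was a shared rise of androgen response genes once ERα was lost. In MCF7 the median of such a list was 1.56 (8 up and 2 down of 14, camera adjusted p = 7.73e-07, and 0.00388 with an estimated correlation), with NDRG1 (3.11 ± 0.11), TSC22D3 (2.6 ± 0.14), PMEPA1 (2.2 ± 0.07) and TMPRSS2 (2.12 ± 0.13) up and FKBP5 down (−1.73 ± 0.17). In ZR-75-1 it was −0.05 (4 up, 3 down of 13), with members going both ways. The list also rose with abemaciclib alone, by medians of 0.6 in MCF7 (8 up, 2 down) and 0.48 in ZR-75-1 (7 up, 0 down), with adjusted p = 0.0391 and 0.0146 with an estimated correlation. Adding fulvestrant to abemaciclib gave 0.51 in MCF7 (5 up, 1 down) and −0.13 in ZR-75-1 (3 up, 5 down, adjusted p = 0.00882, and 0.0565 with an estimated correlation). The combination against DMSO gave 1.6 in MCF7 (adjusted p = 2.66e-05) and 0.09 in ZR-75-1 (adjusted p = 0.624), and against fulvestrant 0.15 and 0.16 (adjusted p = 0.227 and 0.422). These libraries hold no measure of ERα protein, so the values alone leave open whether its loss was needed. The MCF7 values may reflect androgen receptor activity, but NDRG1 also stands on the glycolysis and hypoxia list, FKBP5 went against it, and the ZR-75-1 median of −0.05 neither shows nor excludes the rise there.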
